A study of Rattus norvegicus with 24 samples. Its data were reported in "Electroacupuncture alleviates perioperative hypothalamus-pituitary-adrenal axis dysfunction via circRNA-miRNA-mRNA networks" (2023).

How the data were processed

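mRNA was sequenced from strand-specific libraries of the paraventricular nucleus of the hypothalamus (PVN) and the central nucleus of the amygdala (CEA) of male Sprague-Dawley rats. The 24 libraries fell into 8 groups of 3, formed from the 2 regions and 4 treatments: normal control (NC), partial hepatectomy (HT), hepatectomy with electroacupuncture (EA), and hepatectomy with the needles inserted and no current passed (sham, SEA). Groups and replicate numbers were taken from the sample titles. The brain regions were taken a day after the last stimulation.

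The values are whole-number read counts per gene, deposited by the authors without normalization. By the study's methods, filtered reads were mapped to the rat genome with HISAT2 and counted over genes with featureCounts; tool versions were not stated. The methods name mRatBN7.2 as the genome. The table itself names no build, and its largest gene end on chromosome 1 is 282724300, which is past the end of that chromosome in mRatBN7.2 and fits the older assembly Rnor_6.0. That end excludes mRatBN7.2 for these coordinates. They are given as they stand in the table, and the fit to Rnor_6.0 was not checked against a genome. The table held 35032 genes, of which 32883 had an Ensembl identifier and 2149 were transcripts assembled from the reads without one. A stray second header line inside the table was left out. It gives the same replicate numbers as the first, except that CEA EA replicates 2 and 3 are exchanged; numbers here follow the sample titles and the first header. No reference genome was used here. How reads that map to several places were counted was not stated, so counts of near-identical gene copies are uncertain.

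Total counts ran from 13152772 to 18607032 per library, a ratio of 1.41. A single count was worth 0.0537 to 0.0760 CPM (counts scaled to the same total in each library), and a count of 0 allows up to 3 counts, or 0.161 to 0.228 CPM. These limits cover counting error only, since the reads carried no molecular identifiers. No pair of libraries held identical values.

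Each comparison was tested in R 4.3.3 on the counts of its own groups with the quasi-likelihood test of edgeR 4.0.16 (two-sided), after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Comparisons were HT with NC, EA with HT, SEA with HT, EA with SEA and EA with NC in each region, the CEA with the PVN in the NC group, and the difference between regions in the HT and EA effects, as an interaction term. The study itself used DESeq2 with an unadjusted p-value under 0.05; both that rule and adjusted DESeq2 1.42.0 calls were computed as alternatives. Printed CPM values were scaled by TMM factors, and errors are SD over the 3 libraries unless stated as the standard error (SE) of a log2 fold change. Node genes follow the study's threshold and signs, with edgeR in place of its DESeq2. They have an unadjusted p under 0.05 in HT against NC and in EA against HT, with opposite signs. The same rule with SEA in place of EA gave sham node genes. Because both comparisons of a node gene share the HT libraries, 50 simulations of unchanged groups gave the count that shared libraries give on their own. Reversal was measured in addition without shared libraries, as the percent of genes at an unadjusted p under 0.05 in HT against NC whose EA against SEA change had the opposite sign, with an exact two-sided permutation of the EA and SEA labels. Separation of the 4 groups of a region was measured by a pseudo-F statistic on log2 CPM profiles (prior count 2), with an exact one-sided permutation test over the 15400 partitions of 12 libraries.

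Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), beside fry and camera with an estimated correlation. They held cytosolic ribosomal protein genes, immediate early genes, genes that respond to glucocorticoids, RT1 histocompatibility genes, and markers of choroid plexus, blood, striatum, neuroendocrine hypothalamus, thalamus, excitatory neurons of cortex and hippocampus, oligodendrocytes, astrocytes, vessels, microglia and the Y chromosome. The X-linked list, Xist, matched 0 genes. A further list of 28 genes named in the study's text was summarized with adjustment over all genes and over the list alone.

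Samples, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The text names Crh in all groups; marker genes of the study's PVN modules, some of which are not reported here; in HT against NC and EA against HT, up to 3 genes in each direction with the smallest p among those with an adjusted p under 0.05, a symbol and no overlap in CPM between groups; and up to 5 node genes per region with an adjusted p under 0.05 in both comparisons, of which there were 0. Any other gene is said to be chosen after its values were seen.

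Counts of 17038 genes were simulated from the means and sizes of the PVN NC, HT and EA libraries. In HT, 200 genes picked above a minimum mean count were changed 4-fold. The test called 187 of the changed genes (93.5%) and 0 in the wrong direction, together with 11 unchanged genes. The simulated genes varied independently. That share therefore does not give the power for genes of low count, for smaller changes or for the CEA. In the NC group, deviations from the group means of the PVN and CEA libraries with the same replicate number had correlations across genes of 0.29, 0.13 and 0.20. Between the CEA libraries of HT and NC with the same number they were 0.24, 0.18 and 0.29. In these 2 comparisons the numbers may pair the libraries. Their main fits, and the splits, fits without a library, node genes and list tests, were made without the pairing, and the fit with it is given beside them. The titles give no other sign of which libraries came from one rat, and the study's methods describe brain samples as taken from different animals of a batch, without saying whether this covers the regions sequenced. The rats they divide among the groups are as many as the libraries of a single region, so each rat gave both regions if no others were used. A model with the replicate number as a block was fitted beside each comparison. Alternatives were RLE normalization, no filter beyond 1 count in total, DESeq2, all 4 groups of a region in one fit, the replicate block and each library left out in turn. A correction for gene length was added after the data were seen. Chance was judged by refitting other splits of the same libraries: all 10 for 3 against 3, and 100 drawn at random for larger designs.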

Results

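To follow gene expression after surgery and electroacupuncture, mRNA was measured in the paraventricular nucleus of the hypothalamus (PVN), which holds the neurons that release corticotropin-releasing hormone (CRH), and in the central nucleus of the amygdala (CEA). Rats were left unoperated (NC), had part of the liver removed (HT), or had the same operation with needles at the Zusanli and Sanyinjiao points, either with current (EA) or without it (SEA). Each of the 8 groups had 3 libraries. Total counts were 16569030 ± 1432493 in PVN NC, 15687982 ± 648384 in PVN HT, 16941659 ± 1869619 in PVN EA and 15456971 ± 563120 in PVN SEA (SD, n = 3). In the CEA they were 17364645 ± 1066422 in NC, 17106478 ± 1071208 in HT, 15615535 ± 2605917 in EA and 15253929 ± 1957525 in SEA. The library with the largest total held 18607032 counts and the library with the smallest held 13152772. Mitochondrial genes took 12.7% ± 2.10 of the counts in CEA HT and 9.59% ± 5.09 in CEA EA, where replicate 2 was the low library (3.80%). The study left a CEA EA library out of its co-expression network because of large differences, without naming which.

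The regions differed far more than the treatments did. Across genes, the median correlation of log2 CPM was 0.978 between libraries of the same group, 0.977 between groups of the same region and 0.939 between regions (genes are not independent replicates). In the NC group, 4414 of 16748 genes had an edgeR adjusted p-value under 0.05 between the regions, 2120 of them higher in the CEA and 2294 higher in the PVN. Leaving out PVN NC replicate 2 raised this count to 6152, and it was 2450 without CEA NC replicate 3, 2505 without PVN NC replicate 1, 2551 without PVN NC replicate 3 and 2792 without CEA NC replicate 2. Among the 10 ways of splitting these 6 libraries, only the split by region gave as many.

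Whether the 4 treatment groups of a region formed separate clusters was tested next. In the PVN the groups were farther apart than in most partitions of the 12 libraries (pseudo-F 1.502, exact permutation p = 0.0217, one-sided). The statistic was 1.21 without PVN NC replicate 1, 1.23 without PVN NC replicate 3 and 2.06 without PVN NC replicate 2. In the CEA the groups were not separated beyond the spread between replicates (pseudo-F 0.872, exact permutation p = 0.791, one-sided). Adjusted over these 2 regions, the PVN value was 0.0434. With other gene selections and scalings the PVN exact permutation p was 0.0144 to 0.0215. In the plot of principal components, PVN NC replicates 1 and 3 lay apart from the other PVN libraries, and PVN NC replicate 2 lay among the operated animals.

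**Figure D1:**
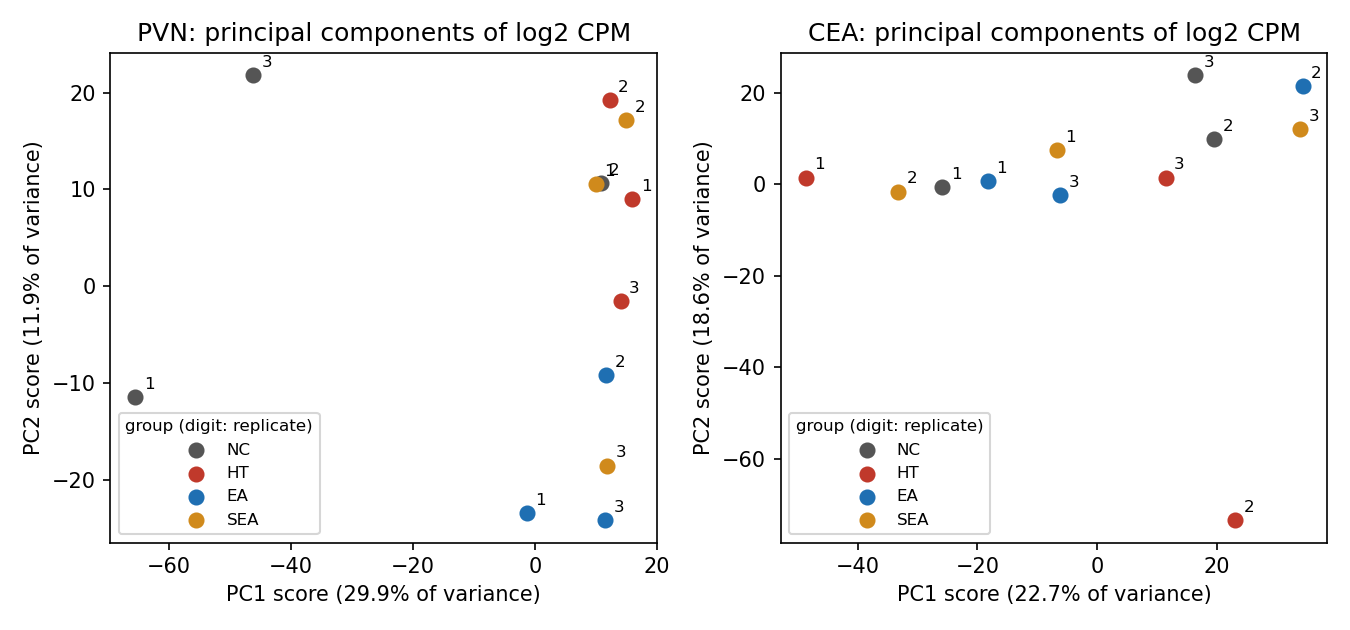
Scores of each library on the first and second principal components of log2 CPM, computed separately for the PVN (left) and the CEA (right), with axes giving the percent of variance and points colored by group and numbered by replicate. PVN NC replicates 1 and 3 have PC1 scores of -65.5 and -46.2 while the other PVN libraries have scores of -1.33 or above, and CEA HT replicate 2 has a PC2 score of -73.5.

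The effect of hepatectomy, together with its anesthesia and incision, was read from HT against NC. In the PVN, 2 of 16727 genes had an adjusted p-value under 0.05 by edgeR, both higher in HT, and 1847 genes had an unadjusted p under 0.05 (952 higher and 895 lower), against 836 expected if no gene changed. This count depended on single libraries. Leaving out PVN NC replicate 2 gave 3418 genes at the adjusted threshold, whereas leaving out PVN NC replicate 1 or 3 gave 0, with 710 and 782 genes at an unadjusted p under 0.05, and leaving out PVN HT replicate 1 or 2 gave 1. The unadjusted count was 5992 without PVN NC replicate 2, and 733, 977 and 1024 without PVN HT replicates 1, 2 and 3. DESeq2 with the same adjustment called 30 genes. Of the genes tested, 17.1% had no overlap in CPM between the groups, where chance gives 10%. In the CEA, 0 of 16413 genes passed the adjusted threshold and 616 had an unadjusted p under 0.05, against 821 expected. The unadjusted count ran from 257 without CEA NC replicate 3 to 1299 without CEA HT replicate 1. With the replicate number as a block, which the correlations of same-numbered libraries allow for this comparison, 0 genes passed and 985 had an unadjusted p under 0.05. Without CEA HT replicate 2, 1 gene passed. DESeq2 called 26 genes in the CEA, and 10.4% of genes did not overlap.

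Both genes called in the PVN were class I histocompatibility genes on chromosome 20, in a family of near-identical members whose reads the counting could split between members. LOC103690108 (ENSRNOG00000047706, 3791407 to 3794027, minus strand) had 0, 3 and 0 counts in the NC replicates and 49.8 ± 20.4 CPM in HT (SD, n = 3), at least 258-fold higher. Its fitted log2 fold change was 9.58 (SE 0.62, edgeR adjusted p = 0.00900). LOC100364500 (ENSRNOG00000048951, 2704148 to 2707120, minus strand) had 1 count at most in a NC library and 9.27 ± 4.60 CPM in HT, at least 48.0-fold higher (log2 fold change 7.66, SE 0.65, edgeR adjusted p = 0.0334). These and the other coordinates are not those of mRatBN7.2 and fit Rnor_6.0, a build that the table does not name. LOC103690108 had 34.2 ± 1.64 CPM in PVN EA, and in PVN SEA it had 0 and 1 counts in replicates 1 and 2 and 1146 counts in replicate 3. The CEA showed the same pattern, with 0 counts in each NC library, 301 to 896 counts in the HT and EA libraries, and 0, 4 and 585 counts in the SEA replicates. In both regions the sham animals were thus not uniform. Without PVN NC replicate 1 or 3 the adjusted p of LOC103690108 was 0.0792 and 0.155, and that of LOC100364500 was 0.166 and 0.371. Over the 10 alternatives for each gene, including DESeq2, the adjusted p ran from 4.55e-24 to 0.171 for LOC103690108 and from 2.69e-09 to 0.371 for LOC100364500. The calls of LOC100364500 were also lost without PVN HT replicate 1 (adjusted p 0.0980) or 2 (adjusted p 0.0585).

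**Figure D2:**
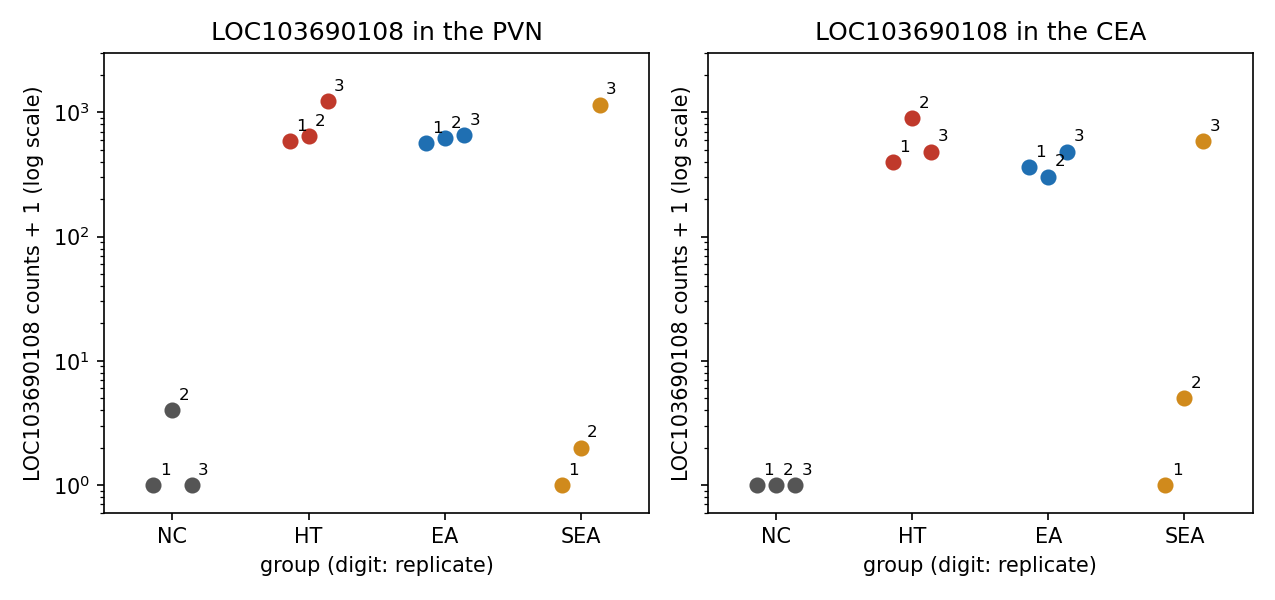
Counts of LOC103690108 plus 1, on a log axis, in each PVN library (left) and CEA library (right), with points colored by group and numbered by replicate. The NC libraries hold 0 to 3 counts, the HT and EA libraries 301 to 1225, and the SEA group splits, with replicates 1 and 2 at 0 to 4 counts and replicate 3 at 1146 in the PVN and 585 in the CEA.

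EA was compared with HT as the main test of treatment. In the PVN, 16 of 16641 genes had an edgeR adjusted p-value under 0.05, all 16 lower in EA, and 944 had an unadjusted p under 0.05 (350 higher and 594 lower) against 832 expected. The adjusted count was 0 without PVN HT replicate 2 or PVN EA replicate 3 (715 and 792 genes at an unadjusted p under 0.05), 1 without PVN HT replicate 1 or PVN EA replicate 1, 5 without PVN EA replicate 2, and 28 without PVN HT replicate 3. DESeq2 called 100 genes, 11 higher and 89 lower, including all 16. Genes without overlap in CPM made up 11.3% of those tested, against 10% by chance. In the CEA, 0 of 16479 genes passed the adjusted threshold, 526 had an unadjusted p under 0.05 and 9.56% did not overlap. The unadjusted count ran from 253 without CEA EA replicate 2 to 1438 without CEA HT replicate 1. DESeq2 called 7 genes there.

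Of the 16 genes, the 3 with the smallest p-values were annotated as copies of abundant genes, and their counts are uncertain for that reason. LOC100363537 (ENSRNOG00000047067, a ribosomal protein L10a-like pseudogene on chromosome 4, 6029211 to 6029932) had 14.1 ± 0.970 CPM in HT and 5.89 ± 0.467 in EA (SD, n = 3; log2 fold change -1.26, SE 0.12, edgeR adjusted p = 0.0277). LOC100365839 (ENSRNOG00000048109, ribosomal protein S3a-like, chromosome 11, 79547699 to 79548560) went from 14.8 ± 0.958 to 6.74 ± 0.305 CPM, with a log2 fold change of -1.13 (SE 0.11). LOC100911252 (ENSRNOG00000031045, peptidyl-prolyl isomerase A-like, chromosome 4, 40004654 to 40005148) went from 11.6 ± 1.09 to 3.64 ± 0.675 CPM, with a log2 fold change of -1.66 (SE 0.17). All 3 were lower in each EA library than in each HT library. For each of the 3, the adjusted p rose above the threshold when any single library other than PVN HT replicate 3 was left out, to values from 0.0558 without PVN HT replicate 2 (LOC100365839) to 0.111 without PVN EA replicate 3. Over the 10 alternatives for each, including DESeq2 and a fit of all 4 groups, the adjusted p ran from 2.88e-10 (LOC100911252) to 0.920 (all 3 genes). The 16 genes also varied together around the group means of the CEA libraries (median pairwise correlation 0.52). Over all 16 genes, log2 fold changes ran from -2.39 for Rasl10b to -0.67 for Tpi1, genes singled out after their values were seen.

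Needling without current was set against HT, and EA against SEA, to separate the needles from the current. In the PVN, SEA against HT gave 0 of 16634 genes at the adjusted threshold by edgeR and 728 at an unadjusted p under 0.05. EA against SEA gave 0 of 16606, with 865 at an unadjusted p under 0.05. Leaving out PVN SEA replicate 3 raised these counts to 5 and 13. The first was 2 without PVN HT replicate 2 and 1 without PVN HT replicate 3 or PVN SEA replicate 2. The second was 4 without PVN SEA replicate 1, 3 without PVN EA replicate 2 and 1 without PVN EA replicate 1 or PVN SEA replicate 2. In the CEA, SEA against HT gave 0 of 16393 genes (503 unadjusted) and EA against SEA gave 0 of 16322 (324 unadjusted, and 1 at the adjusted threshold without CEA SEA replicate 3). Shares of genes without overlap were 9.85% and 10.1% in the PVN and 10.1% and 6.83% in the CEA, where chance gives 10%.

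EA was also compared with NC. In the PVN, LOC103690108 and LOC100364500 alone passed the adjusted threshold among 16793 genes, both higher in EA than in NC (edgeR adjusted p = 0.00110 and 0.00514), where the NC libraries were at or under 3 counts. At an unadjusted p under 0.05 there were 1700 genes against 840 expected, and 15.4% of genes did not overlap (10% by chance). The unadjusted count was 5804 without PVN NC replicate 2. It was 678 (without PVN EA replicate 3) to 1156 (without PVN EA replicate 1) with any other library left out. The adjusted count was 3239 without PVN NC replicate 2, 4 without PVN NC replicate 3 or PVN EA replicate 2, 3 without PVN NC replicate 1 and 1 without PVN EA replicate 1. In the CEA, LOC103690108 alone passed among 16505 genes, and 729 had an unadjusted p under 0.05. Leaving out CEA EA replicate 1 gave 0 genes at the adjusted threshold (467 unadjusted), leaving out CEA NC replicate 1 or 2 gave 3, and leaving out CEA EA replicate 3 gave 2.

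The difference between regions was tested as an interaction. The HT effect differed between the PVN and the CEA in 0 of 17405 genes at the adjusted threshold (2103 at an unadjusted p under 0.05), and in 693 genes without PVN NC replicate 2. The EA effect differed in 0 of 17299 genes (782 unadjusted), and in 19 and 8 genes without CEA HT replicates 1 and 2. The unadjusted HT count ran from 923 without PVN NC replicate 1 to 3856 without PVN NC replicate 2. The unadjusted EA count ran from 509 without PVN EA replicate 1 to 1998 without CEA HT replicate 1. DESeq2 gave 1 and 50 genes for these interactions. All of these fits took the PVN and CEA libraries as independent, and none paired libraries that may come from one rat. Across 16000 genes, the HT fold changes of the PVN and the CEA were inversely related (Spearman's rho -0.36, across genes), and the coefficient was -0.09 without CEA HT replicate 2.

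Node genes, changed in HT and moved the other way by EA, numbered 211 in the PVN, of which 111 were higher and 100 lower in HT. Without current, the same rule gave 170 sham node genes in the PVN, and 53 genes were in both sets. In the CEA there were 115 node genes and 170 sham node genes, 65 of them shared. Simulated groups with no change gave 140 to 186 node genes in the PVN and 136 to 190 in the CEA, because HT enters both comparisons. The PVN count was thus above the 50 simulations and the CEA count below them. For sham node genes the simulated ranges were 123 to 201 and 133 to 197. In 100 splits drawn of the 9 libraries, the real one included, the medians were 78.5 node genes in the PVN and 109.5 in the CEA. Requiring an adjusted p under 0.05 in both comparisons left 0 node genes in each region. The PVN count fell to 106 without PVN NC replicate 1 and rose to 361 without PVN NC replicate 2, and was 126, 131 and 139 without PVN HT replicate 2, PVN HT replicate 1 and PVN NC replicate 3. The CEA count was 57 without CEA NC replicate 3 and 580 without CEA HT replicate 1, and 59, 71, 76 and 272 without CEA EA replicate 2, CEA NC replicate 2, CEA EA replicate 1 and CEA HT replicate 3. The CEA sham count was 75 without CEA NC replicate 3, 664 without CEA HT replicate 1, and 78, 86, 99 and 373 without CEA SEA replicate 1, CEA NC replicate 2, CEA SEA replicate 3 and CEA HT replicate 3.

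**Figure D3:**
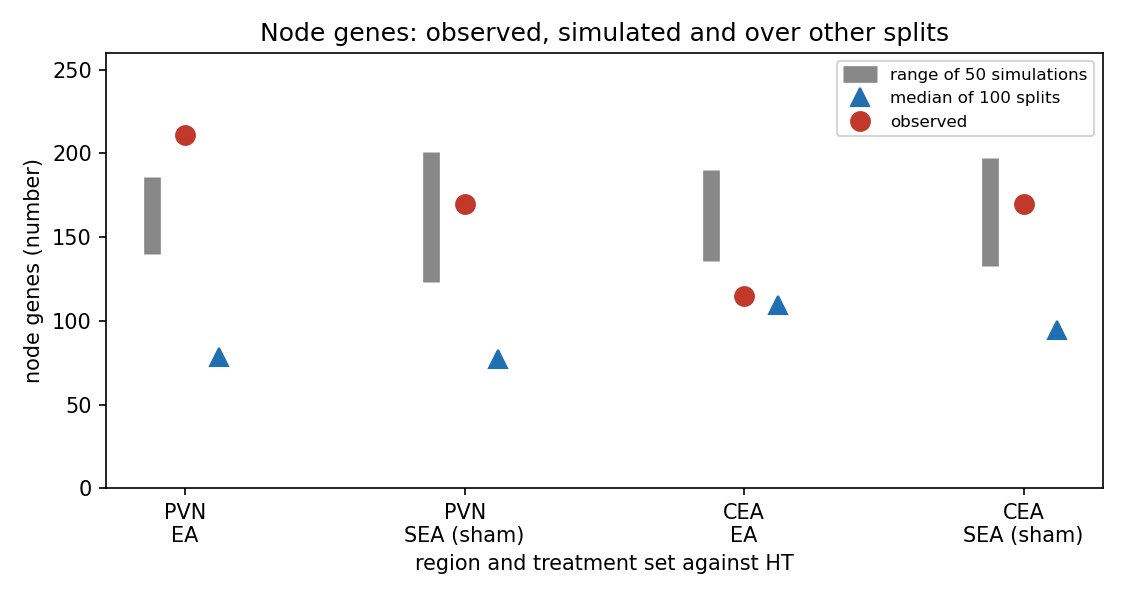
Number of node genes (vertical axis) in each region with EA or SEA set against HT. Red circles give the observed counts, grey bars the range over 50 simulations of unchanged groups and blue triangles the median over 100 splits of the 9 libraries, and only the PVN count with EA, 211, lies above its simulated range.

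Fold changes that share the HT libraries are related across genes even where no group differs. Between HT against NC and EA against HT the correlation across genes was -0.38 in the PVN, where the simulations gave -0.55 to -0.49, and -0.62 in the CEA, where they gave -0.53 to -0.49. Between EA and SEA, each against HT, it was 0.49 in the PVN (simulated 0.48 to 0.53) and 0.72 in the CEA (simulated 0.48 to 0.53). With no library shared, 58.2% of 1818 PVN genes changed in HT had an EA against SEA change in the opposite direction (exact permutation p = 0.8, two-sided), and 40.1% of 596 CEA genes did (exact permutation p = 0.6). The smallest p this design allows is 0.1. The PVN share was on the other side of 50% without PVN EA replicate 1 (43.8%), PVN HT replicate 2 (44.6%), PVN NC replicate 1 (47.4%), PVN HT replicate 1 (48.0%) or PVN NC replicate 3 (49.4%). The CEA share was 52.1% without CEA EA replicate 1, 50.2% without CEA HT replicate 1 and 24.8% without CEA EA replicate 2.

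Crh, the gene of corticotropin-releasing hormone (ENSRNOG00000012703, chromosome 2, 104459999 to 104461863, minus strand), had 10.9 ± 2.50 CPM in PVN NC, 6.39 ± 1.82 in HT, 9.50 ± 0.524 in EA and 8.18 ± 0.468 in SEA (SD, n = 3). It was lower in HT than in NC (log2 fold change -0.78, SE 0.27), with each HT library below each NC library, but did not pass the adjusted threshold (edgeR adjusted p = 0.418). Without PVN NC replicate 2 the log2 fold change was -0.96 and the adjusted p 0.0322, the lowest over 10 alternatives, which reached 0.801. It was higher in EA than in HT (0.57, SE 0.21, adjusted p = 0.762). In the CEA, Crh stood at 1.31 ± 0.713 CPM in NC, 0.902 ± 0.314 in HT, 2.56 ± 0.347 in EA and 1.87 ± 1.27 in SEA, with log2 fold changes of -0.51 (SE 0.51) in HT and 1.48 (SE 0.38, adjusted p = 0.930) in EA against HT.

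**Figure D4:**
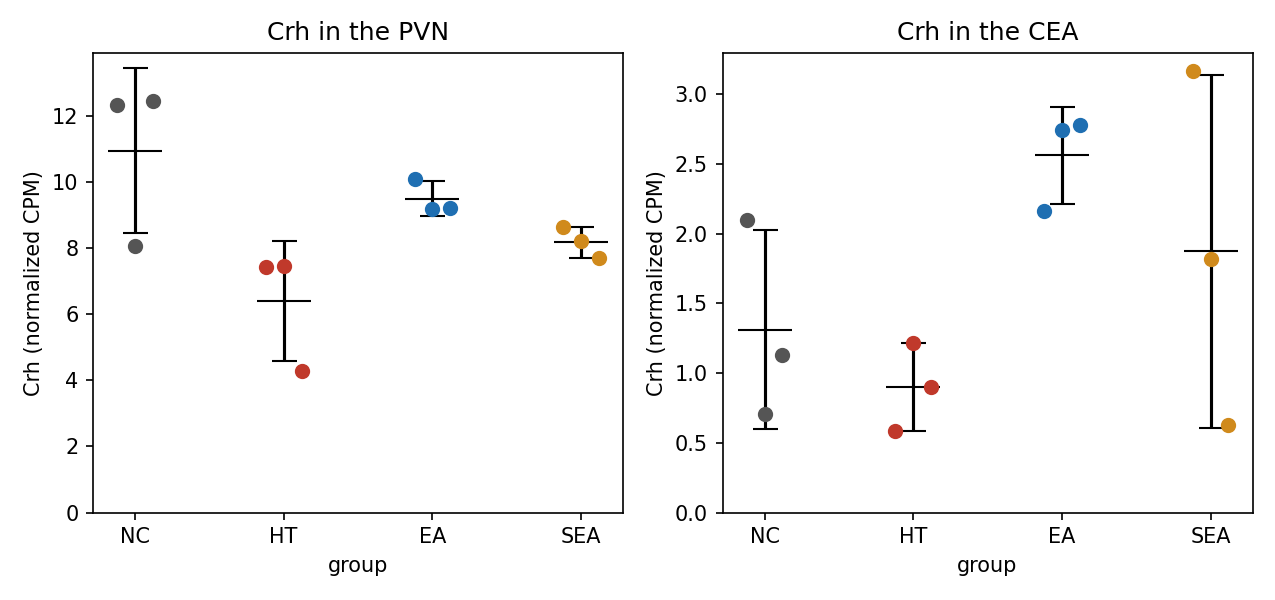
Crh in normalized CPM (vertical axis) in the 4 groups of the PVN (left) and the CEA (right), with points for libraries and the black mark and bars for the mean and SD of 3 libraries. In the PVN each HT library is below each NC library, with means of 6.39 and 10.9 CPM.

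Other marker genes of the study's PVN modules, Oprm1, Agtr2 and Drd2, did not pass the adjusted threshold either. In HT against NC the log2 fold changes in the PVN were 1.28 for Oprm1 (SE 0.71), 0.99 for Agtr2 (SE 0.44) and -0.14 for Drd2 (SE 0.16). Without PVN NC replicate 2 the value was 2.62 for Oprm1 (edgeR adjusted p = 0.00998), the lowest adjusted p over 10 alternatives, which reached 0.801. In EA against HT they were -0.12, -0.55 and 0.13 in the same order. The sign for Oprm1 changed without PVN HT replicate 1 (0.20) and without PVN EA replicate 1 (0.10). Over the 28 genes named in the study's text, 0 had an adjusted p under 0.05 over all genes in the 8 comparisons examined. At an unadjusted p under 0.05 there were 18 in PVN HT against NC, 14 in PVN EA against HT, and 0 to 7 in the others. Adjusted over the list alone, 1 gene passed in PVN HT against NC (Gfap, log2 fold change -0.75, edgeR adjusted p = 0.0166) and 7 in PVN EA against HT, with the smallest for Sst (log2 fold change 0.52, edgeR adjusted p = 0.0142). The study chose most of this list on these libraries, so these counts are not independent evidence.

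Ribosomal protein genes were examined because the study described ribosomal functions for CEA node genes. Their median log2 fold change in HT against NC was 0.45 in the CEA, with 80 of 85 genes higher, and -0.24 in the PVN, with 11 of 85 higher. With EA against HT it was -0.47 in the CEA, with 7 of 85 higher, and 0.04 in the PVN. By camera with the preset correlation, adjusted over these 4 tests, p was 2.40e-14 and 2.13e-13 in the CEA and 2.85e-07 and 0.318 in the PVN. None of these calls held under fry (adjusted p 0.349 for the 3 calls) or with an estimated correlation (0.408). Without CEA HT replicate 2 the CEA medians were 0.15 and -0.20. The EA libraries were uneven too. Relative to the average CEA library, the mean log2 CPM of these genes was -0.57 in CEA EA replicate 2. It was 0.024 and 0.11 in CEA EA replicates 1 and 3. In PVN HT against NC the median was -0.15 without PVN NC replicate 1 and -0.36 without PVN NC replicate 2. In PVN EA against HT it was -0.020 without PVN EA replicate 1, 0.014 without PVN HT replicate 1, 0.022 without PVN HT replicate 2, 0.059 without PVN EA replicate 2, 0.074 without PVN HT replicate 3 and 0.076 without PVN EA replicate 3. SEA against HT gave -0.41 in the CEA. Of the node genes, 2 of 115 in the CEA and 1 of 211 in the PVN were ribosomal protein genes (Fisher's exact test, p = 0.119 and 0.657, against all genes tested in both comparisons), and 6 of 170 sham node genes in the CEA were.

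Among 146 tests of lists outside that set of 4, camera with the preset correlation gave 20 calls at an adjusted p under 0.05, and 0 held under fry (smallest adjusted p 0.987) or with an estimated correlation. Ribosomal protein genes had 4 of these calls, in the other 6 comparisons. The widest range of medians belonged to 8 choroid plexus genes, from -2.36 to 2.83, with 2 calls. Immediate early genes ranged from -0.81 to 0.28, with 5 calls. Neuroendocrine genes of the hypothalamus ranged from -0.58 to 0.70 (4 calls), genes that respond to glucocorticoids from -0.41 to 0.66 (2 calls), striatal genes from -0.62 to 0.08 (2 calls) and thalamic genes from -0.46 to 0.68 (1 call). The remaining lists had 0 calls. Their medians ranged from -1.66 to 0.50 for excitatory neurons of cortex and hippocampus, -0.45 to 0.29 for blood, -0.32 to 0.13 for RT1 genes, -0.14 to 0.21 for microglia, -0.15 to 0.17 for vessels, -0.15 to 0.09 for oligodendrocytes, -0.11 to 0.13 for astrocytes and -0.06 to 0.10 for Y-linked genes.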

Values the study reported

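With DESeq2 and an unadjusted p-value under 0.05, the study reported 1,246 differentially expressed mRNAs in the CEA. Of these, 392 were higher and 308 lower in HT than in NC, and 349 were higher and 297 lower with EA than in HT. In the PVN it reported 2,725 such mRNAs, with 1,265 higher and 718 lower in HT than in NC, and 197 higher and 545 lower with EA than in HT. Genes that moved in opposite directions in both comparisons numbered 157 in the CEA and 179 in the PVN. By quantitative PCR, the study described CRH mRNA in the PVN as raised after hepatectomy and lowered by EA. It described the same for CRH protein by western blot, and a similar tendency for ACTH and corticosterone in serum.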

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

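The alternatives were listed in advance except the correction for gene length, which was chosen after the data were seen. For the comparisons, 94 values under the alternatives other than leaving out a library stayed on the same side and within 1.5 times, 54 moved, 6 were weaker and 1 reversed. Where a cause is not named below, the cause was not tested.

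Adjusted DESeq2 calls were more numerous than edgeR's in each treatment comparison: in the PVN 30 for HT against NC, 100 for EA against HT, 21 for SEA against HT, 23 for EA against SEA and 58 for EA against NC, and in the CEA 26, 7, 3, 5 and 42 in the same order. Interactions between regions gave 1 gene for HT and 50 for EA. DESeq2 without adjustment gave 1979, 742, 490, 660 and 1863 genes in the PVN, 701, 643, 565, 332 and 718 in the CEA, and 6666 between the regions in NC. edgeR without adjustment gave 1847, 944, 728, 865 and 1700 in the PVN, 616, 526, 503, 324 and 729 in the CEA, 6704 between the regions, and 2103 and 782 for the interactions. The split was 1267 higher and 712 lower by DESeq2 in PVN HT against NC, where edgeR gave 952 and 895.

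With no filter beyond 1 count in total, edgeR gave 4 genes in PVN HT against NC, 69 in PVN EA against HT (4 higher and 65 lower, including the 16), 1 in PVN SEA against HT, 5 in PVN EA against NC, 1 in CEA HT against NC and 2 in CEA EA against NC, and the CEA had 200 node genes, 101 of them shared with the 115. With all 4 groups of a region in one fit, 0 genes passed in PVN HT against NC, PVN EA against HT and CEA EA against NC (the unadjusted counts above are for the fits of each pair), and 1 in PVN EA against NC. The CEA then had 290 node genes and 380 sham node genes, of which 96 and 137 were shared with the pairwise fits. Requiring an adjusted p in both comparisons left 0 node genes and 0 sham node genes in both regions. Selecting PVN genes by adjusted p left 2 genes for the reversal share, which was 0%.

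The replicate block left 5 genes in PVN EA against HT, 3 of them among the 16, and changed no other adjusted count or node count by over 1.5 times. Within a region, same-numbered libraries had correlated deviations (over 0.1) in 2 of 18 pairs in the PVN and 8 of 18 in the CEA, and between the regions in 5 of 12. All 3 pairs were over 0.1 only between the regions in NC and between HT and NC in the CEA, so the numbers were not taken as possible pairs elsewhere. The block gave 4613 genes between the regions in NC, and in CEA HT against NC 0 genes and 985 unadjusted, against 616 without it.

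Ribosomal medians of -0.24 in PVN HT against NC, 0.45 in CEA HT against NC and -0.47 in CEA EA against HT lost their calls under fry (adjusted p 0.349) and with an estimated correlation (0.408). The latter puts the correlation between these genes in place of the preset 0.01. For fry, which tests another null hypothesis, the cause was not tested.

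Across fits that each left out one library, the adjusted counts ran from 0 to 3418 in PVN HT against NC, 0 to 28 in EA against HT, 0 to 5 in SEA against HT, 0 to 13 in EA against SEA and 1 to 3239 in EA against NC. In the CEA they ran from 0 to 1, 0 to 0, 0 to 0, 0 to 1 and 0 to 3. Between the regions in NC the range was 2450 to 6152, and for the interactions 0 to 693 and 0 to 19. The unadjusted ranges follow in the same order. In the PVN they were 710 to 5992, 715 to 1361, 597 to 884, 658 to 1068 and 678 to 5804. In the CEA they were 257 to 1299, 253 to 1438, 216 to 1279, 265 to 590 and 414 to 1070. Between the regions it was 5356 to 8170, and for the interactions 923 to 3856 and 509 to 1998. Node genes ranged from 106 to 361 and sham node genes from 115 to 215 in the PVN, and from 57 to 580 and 75 to 664 in the CEA. Pseudo-F ranged from 1.21 to 2.06 in the PVN and 0.800 to 1.04 in the CEA. Ribosomal medians ranged from -0.36 to -0.15 (PVN HT), -0.020 to 0.076 (PVN EA), 0.15 to 0.59 (CEA HT) and -0.60 to -0.20 (CEA EA). The PVN median with EA was -0.020 without PVN EA replicate 1, and became a call without PVN HT replicate 3 (0.074) or PVN EA replicate 3 (0.076). Reversal shares ranged from 43.8% to 64.5% in the PVN and 24.8% to 52.1% in the CEA. They crossed 50% at 47.4% and 49.4% (without PVN NC replicates 1 and 3), 48.0% and 44.6% (without PVN HT replicates 1 and 2), 43.8% (without PVN EA replicate 1), 50.2% (without CEA HT replicate 1) and 52.1% (without CEA EA replicate 1).

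For single genes, 63 values under the other alternatives were the same and 7 weaker. LOC103690108 and LOC100364500 had an adjusted p of 0.171 with all groups in one fit, and the 3 PVN EA genes 0.920, while the block gave 0.0600 for LOC100363537 and 0.0722 for LOC100365839. With a library left out, 65 were the same, 21 weaker, 2 stronger and 2 reversed. The reversed ones were both for Oprm1 in PVN EA against HT (range -0.39 to 0.20; 0.20 without PVN HT replicate 1, 0.10 without PVN EA replicate 1).

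RLE normalization changed no count of calls by over 1.5 times and no direction in these comparisons. The correction for gene length moved no adjusted count or node count by over 1.5 times. Depth limits genes at or under the floor of 3 counts, such as LOC100364500 with at most 1 count in a PVN NC library, for which only a lower bound of the fold can be given.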

Other observations

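All tests in this part were chosen only after the result was seen, except the splits of the libraries and the simulations of unchanged groups.

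With 3 libraries in each group, 10 splits are possible, so no share under 0.1 can be reached. 1 of the 10 splits of the 6 libraries gave as many genes as PVN HT against NC (2 genes), and 1 of 10 as many as PVN EA against HT (16 genes), which is the real split in each case. For PVN EA against NC it was 2 of 10, and for CEA EA against NC it was 4 of 10, where a split unrelated to treatment gave 337 genes. Where the real count was 0 (PVN SEA against HT, PVN EA against SEA, CEA HT against NC, CEA EA against HT, CEA SEA against HT and CEA EA against SEA, with 728, 865, 616, 526, 503 and 324 genes at an unadjusted p under 0.05), 10 of 10 splits gave as many, and the highest counts were 22, 7, 33, 1, 1 and 3. Between the regions in NC, 1 of 10 gave as many as the 4414 genes. For the interactions with 0 genes (2103 and 782 unadjusted), 100 of 100 splits drawn gave as many. Of 100 splits drawn of the 9 libraries, 15 gave as many as the 211 PVN node genes and 14 as many as the 170 sham node genes. In the CEA, 48 gave as many as the 115 node genes and 27 as many as the 170 sham node genes.

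Shared HT libraries alone give node genes. In the CEA, 50 of the 50 simulations of unchanged groups gave as many node genes as the 115 observed, so that count shows no excess over shared noise. The simulations do not describe the CEA in full, as 115 lies below their range of 136 to 190. The correlation of HT against NC with EA against HT, -0.62, also lay outside their -0.53 to -0.49. Without CEA HT replicate 1 the count was 580. In the PVN, 0 of 50 did, which argues against shared noise as the whole cause of the 211. The simulated libraries carry no variation shared between genes, and 15 of 100 splits of the real libraries gave as many, so variation between libraries that ignores the groups may still account for it. PVN HT against NC had 1847 genes at an unadjusted p under 0.05, where the simulations gave 733 to 861.

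That excess may come from a library difference that does not follow the groups. The genes higher in PVN HT than NC, minus those lower, formed a score whose SD around the group means of the CEA was 0.285, and 0.119 without CEA HT replicate 2. The highest of 1000 random lists over all 12 CEA libraries reached 0.0250. Of 3417 genes called without PVN NC replicate 2 and also tested in the CEA, 92.2% moved the other way in CEA HT replicate 2, against 22.5% to 58.2% in the other CEA libraries. In the same list, genes higher in PVN HT were longer (median length 3097 bases) than those lower (1470). Gene length was excluded as the whole cause. After each library's length trend was removed, 1701 genes had an unadjusted p under 0.05 (92.1% of 1847), 1416 of them the same genes. A treatment effect on the same genes stays open and was not tested.

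Genes annotated as like another gene or as pseudogenes, taken here as copies, made up 7 of the 13 described genes (53.8%) among the 16 lower in PVN EA than HT, and 4.85% of the tested genes (Fisher's exact test, one-sided p = 8.11e-07). Reads shared between copies may therefore be involved. The 16 genes also varied together in the CEA, where 0 genes were called in EA against HT (526 unadjusted). Their median pairwise correlation around group means was 0.52, and the highest of 10000 random lists reached 0.35. An index was made from the 50 other genes most correlated with the 16 around the CEA group means. It was low in all 3 PVN EA libraries, in PVN NC replicate 1 and in PVN SEA replicate 3. It ran from -0.57 to -0.38 in PVN EA and from 0.36 to 0.42 in PVN HT. With the index as a covariate in the fit of all 4 PVN groups, the median log2 fold change was -0.32 in place of -1.39. Of the 16 genes, 2 in place of 15 then had an unadjusted edgeR p under 0.05. Because the index genes were picked for following the 16, such a fall was likely beforehand. It does not tell a library difference from an effect of EA. A candidate explanation is a difference between libraries or animals in how reads of gene copies were assigned, which the 3 EA animals happened to share. An effect of EA stays open, as EA and the index coincide in the PVN.

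LOC103690108 was present or absent, with at most 4 counts in the low libraries and at least 301 in the others. All 6 NC libraries were low and 0 of the 12 HT and EA libraries were. Induction by hepatectomy in every operated animal is excluded, since 4 of the 6 sham libraries had under 10 counts. These were replicates 1 and 2 in both regions, as if the PVN and CEA libraries of a number came from one rat. The study's methods, however, describe brain samples as coming from different animals of a batch, and it is not clear whether that covers the regions. They also divide only as many rats among the groups as there are libraries of a single region, in which case each rat would have given both. Of the 50 genes most correlated with it, 9 lay within 5000000 bases of it, against 1.29% of the tested genes (Fisher's exact test, p = 1.33e-08), and 3 of the 9 were negatively correlated. This is consistent with a strain or donor haplotype of the RT1 region carried by some rats and not by others. If so, group and haplotype are confounded in HT against NC and in EA against NC, and nearby genes may differ for that reason alone.

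In the CEA, the ribosomal median of 0.45 in HT against NC was not wholly a matter of length and level. Lists matched on both had a median of 0.19, where all tested genes had 0.016, so length and level may account for a part. But 0 of 10000 such lists had a median as high as the ribosomal one, and the highest was 0.28. This holds for the fit of all libraries. Without CEA HT replicate 2 the ribosomal median was 0.15, and no lists were matched for that fit. The median of 0.45 may be a property of libraries. A score of the library from other genes followed the ribosomal mean around the group means in 12 CEA libraries (Pearson's r = 0.882, permutation p = 0.00540; Spearman's rho = 0.930, permutation p = 0.00926), and r was 0.812 without the 2 libraries at the ends, CEA HT replicates 1 and 2. This family held 1 relation, so its p-values were not adjusted. CEA HT replicate 2 was the library in which the genes called in PVN HT without PVN NC replicate 2 moved the other way.

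Marker lists of neighbouring tissue varied within the CEA groups. RNA from such tissue, taken along in dissection, is a candidate source. Around group means, the median pairwise correlation in the CEA was 0.882 for 9 choroid plexus genes, 0.713 for 7 genes of cortical and hippocampal excitatory neurons and 0.966 for 6 thalamic genes, and 0 random lists reached as much in each case. In the PVN the values were -0.04, 0.19 and 0.91. Ttr, the most abundant choroid plexus gene, ran from 3.79 CPM in CEA HT replicate 1 to 1693 in CEA SEA replicate 2, Slc17a7 from 7.05 to 302, Prkcd from 20.1 to 552 and Tcf7l2 from 14.4 to 145. In the PVN, Ttr stayed between 0.242 and 4.43 CPM. Of the genes matched, 5 of 10 choroid plexus genes, 4 of 7 cortical and hippocampal genes and 6 of 6 thalamic genes were above 3 counts in all 12 CEA libraries, so these lists, the thalamic one above all, are not specific to other tissue. None of these genes was in another list or named by the study. Differences in expression within the CEA were not tested apart from this.

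Crh in the PVN was lower in HT than in NC, in the opposite direction to that described by the study for quantitative PCR. Less neuroendocrine tissue in the HT samples could give this, and 5 of the 6 other genes of that list were lower in HT (log2 fold changes of -0.80 for Trh, SE 0.19, -0.89 for Sst, SE 0.26, -0.55 for Avp, SE 0.17, -0.58 for Oxt, SE 0.44, and -0.19 for Otp, SE 0.11), while Sim1 was slightly higher (0.10, SE 0.20). The Oxt value rests on PVN HT replicate 3, at 150.1 CPM, as replicates 1 and 2 had 554 and 575 CPM and the NC libraries 555 to 779. Sim1 did not fall, as it would if a loss of tissue lowered all of these genes alike. It is a single gene, however, and the other 5 were lower. Less tissue and a response of the peptide genes themselves cannot be told apart, since both would lower the peptide genes. None of the 6 genes passed the adjusted threshold (edgeR adjusted p of 0.418 or more). In EA against HT, Crh was higher (log2 fold change 0.57, SE 0.21, edgeR adjusted p = 0.762), again opposite to the study's quantitative PCR. The other 6 genes were higher in EA as well, from 0.08 for Sim1 to 0.52 for Sst.

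Genes that respond to glucocorticoids put the replicate numbers in doubt. The mean of 12 such genes around the group means differed by 0.475 on average between PVN and CEA libraries with the same number, and 408 of the 1296 ways of matching libraries within groups were as close. The closest matching differed by 0.0948 and exchanged numbers 2 and 3 in HT and in EA. Over all other genes the correlation of deviations was 0.15 in that matching and 0.06 as labelled, and 1 of the 1296 matchings, the closest one itself, was as high. In the deposited table all 12 neighbouring PVN and CEA columns pair the same way, with PVN HT replicate 3 beside CEA HT replicate 2. The stray second header of the table exchanges numbers 2 and 3 of CEA EA, which gives neighbouring EA columns the same number, and leaves those of HT crossed. A candidate explanation is that the numbers 2 and 3 of HT and EA are exchanged in one region. Other genes may carry the same hormone response, so the tests are not fully independent. If the regions came from different animals, as the study's methods may mean, the matching could reflect a shared batch. No fit was blocked on this matching, so the interaction counts ignore it. Groups would not change, but values given for replicates 2 and 3 of HT and EA would exchange names in one region.

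Between NC and operated libraries, 16 of 17768 genes were apart in both regions, 3 higher and 13 lower in all 9 operated libraries of each region. Of the 48400 combinations of 3 PVN and 3 CEA libraries, 127 gave as many (0.262%), and of the 220 that take the same replicates in both regions, 1 did, so separation by chance is argued against. Lrg1, chosen after its values were seen, ran from 0.553 to 0.878 CPM in PVN NC and from 2.72 to 7.88 in the operated PVN libraries, and from 1.32 to 2.78 against 4.89 to 18.6 in the CEA. Fn1 and Heph were the other genes higher. The lower ones included Hmgcs1, Msmo1, Nsdhl and Fads1 of lipid synthesis and Top2a, Kif11, Pbk and Cdca3 of cell division. A shared response to the operation may be involved. The RT1 difference above is argued against as the whole cause. When genes were chosen without the 4 sham libraries low in LOC103690108, 25 genes were apart, and in 16 of them (64%) those libraries lay nearer the operated mean in both regions, against 5 with them nearer the NC mean in both, LOC103690108 and LOC100364500 among the 5. Anything else that set the NC rats apart is confounded with the operation. By the study's methods, restraint was matched between the groups. Anesthesia and the abdominal incision are described for the operated rats, and no group was opened without removal of liver. Their effects therefore cannot be told from that of the removal.

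Some counts differ from those quoted from the study, through the choice of test and threshold. DESeq2 without adjustment gave 1979 genes in HT against NC and 742 in EA against HT in the PVN, and 701 and 643 in the CEA. These are close to the values quoted from the study above. By edgeR without adjustment, 350 PVN genes were higher with EA than in HT. That is higher than the value quoted from the study above. At an adjusted p under 0.05 the CEA count was 0 in both comparisons (616 and 526 unadjusted), and the PVN counts were 2 and 16. These are lower than the values quoted from the study above.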
